A study of Mus musculus with 3 samples.

How the data were processed

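Single-cell RNA sequencing was carried out on E14 cells, a mouse embryonic stem cell line of 129/Ola background, grown with serum and leukemia inhibitory factor. Per the labels, treatment began 24 h after seeding and used 250 µg/mL cycloheximide, a drug that blocks translation elongation, in 0.007% ethanol. One library came from cells treated for 3 h, 1 from cells treated for 6 h, and 1 from control cells given ethanol for 6 h. Cells were detached, frozen, thawed and processed with 10x Genomics 3' v3 chemistry on a NextSeq 2000, per the labels' protocols. The method captures polyadenylated RNA and tags each molecule with a unique molecular identifier (UMI).

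The deposited values are raw UMI counts per gene and barcode, written by Cell Ranger 4 per the file headers. Neither the headers nor the labels state the genome build or annotation. Each matrix listed 32285 genes and 6794880 barcodes, so cells had not been called in these matrices. Of the 32285 gene identifiers, 32235 matched the GENCODE M21 annotation of GRCm38. Gene positions below are those of GENCODE M21 on GRCm38, which was matched by identifier and is not stated to be the build of the authors. Symbols shared by several identifiers (78 entries) were kept apart by identifier. How reads shared between overlapping or near-identical genes were counted is not stated, so values of histone genes, antisense genes and overlapping mitochondrial genes are uncertain in that respect.

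Cells were called in each library with the order-of-magnitude rule, which keeps barcodes with at least 0.1 times the 99th percentile of UMIs among the top barcodes, with the number of top barcodes chosen to match the number called. A minimum of 500 UMIs applied as well. Barcodes with over 20% mitochondrial UMIs were to be left out, and 0 called barcodes exceeded this limit. No doublets were removed. Scrublet in scanpy 1.11.5 marked 11 of 6511 cells (0.169%) at an expected share of 5%, too few for the caller to have worked. Doublets therefore remain in the data, and cells of very high UMI count were left out in an alternative for cell-to-cell variability only. Barcodes with 10 to 100 UMIs served as a measure of free RNA in the droplets.

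UMI counts were summed over the called cells of each library and expressed as CPM, which scales every library to the same total. Log2 ratios used a prior of 0.5 counts. Distributions and lists used genes with a mean of at least 10 CPM over the 3 libraries, and named genes had a mean of at least 20 CPM unless fixed in advance. With 1 library per group no test between conditions was made, and cells were not treated as replicates. The 95% intervals given are exact Poisson intervals for counts, exact conditional binomial intervals for ratios of counts, and exact Clopper-Pearson intervals for shares. Intervals of list medians came from 1000 Poisson resamplings of the counts. All of them cover counting error only and leave out variation between cultures, treatments and library preparations.

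Before the data were examined, 11 gene lists, 16 fixed genes, the groups, the measures and most alternatives were written down. Lists based on symbols covered pluripotency, lineage, immediate early, nonsense-mediated decay (NMD), p53, integrated stress response, S phase and G2M phase genes. Lists based on symbol patterns covered ribosomal protein, replication-dependent histone and mitochondrially encoded genes. The histone pattern also took in a few replication-independent and testis histone genes. Some genes were members of more than 1 list. Each list median was placed among 10000 random lists of equal size, matched on mean expression in 20 bins. Further genes were named by size alone. These were the 10 highest and 10 lowest ratios at 6 h with the same sign at 3 h and intervals excluding equality in both comparisons, and the 5 largest differences each way between 6 h and 3 h.

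For measures that depend on depth, each cell was thinned without replacement to 27500 UMIs, the 10th percentile of the shallowest library rounded down. This left out 216 control cells, 116 cells at 3 h and 199 cells at 6 h. Cell cycle phases were assigned with the scanpy rule on the S and G2M lists, over the 3 libraries together. Cell-to-cell variability was the excess squared coefficient of variation (CV), that is the variance minus the mean over the squared mean, for genes with at least 0.2 UMIs per thinned cell.

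Alternatives were TMM factors of edgeR 4.0.16 in R 4.3.3, mean UMIs per cell in place of CPM, a floor of 50 CPM, no floor, a prior of 5 counts, and subtraction of 10% free RNA. Others were a fixed minimum of 2000 UMIs per cell, a mitochondrial limit of 10%, no mitochondrial limit, removal of Scrublet calls, other thinning depths, unthinned counts, separate phase scoring, a higher variability floor, and removal of cells above 2 times the median UMIs. Leaving out cells under 1% mitochondrial UMIs was added after the data had been seen. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used.

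The ratio steps were tested on simulated counts with 200 changed genes among 7591. The simulated counts carried Poisson error only, for which the intervals are built, so the test checks the computation. It covers neither variation between libraries nor scaling when most genes shift. This test was written after the same steps had first been run on the real counts. In the simulated 6 h comparison, 100.0% of changed genes had the right sign, and the 95% interval covered the true ratio for 95.3% of genes. All of the 10 highest and 10 lowest genes were changed genes. A simulated list of 30 raised genes lay at percentile 100.0, and a list of 30 unchanged genes at 58.7. In the simulated 3 h comparison the coverage was 95.5%, and the unchanged list lay at percentile 5.41. Simulated cells with an excess squared CV of 0.05, 0.1 and 0.2 over 2000 genes gave medians of 0.0502, 0.0992 and 0.200.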

Results

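The series addressed how the transcriptome of mouse embryonic stem cells changes when translation is inhibited. The sequenced groups were an ethanol control, cells exposed to cycloheximide for 3 h and cells exposed for 6 h. Each group had 1 library and there were no replicates, so every difference below compares 3 libraries and has no replicate check. The control was exposed to ethanol for 6 h, and the 3 h library had no ethanol control of equal duration.

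The libraries held 127601369 UMIs in the control, 115188502 at 3 h and 150987519 at 6 h. The order-of-magnitude rule called 2256 cells in the control, 1708 at 3 h and 2547 at 6 h. Called cells contained 92.4%, 92.3% and 93.0% of the UMIs of these libraries. The median UMI count per cell was 43526 in the control (quartiles 33992 and 64862), 52287 at 3 h (quartiles 38638 and 77451) and 46275 at 6 h (quartiles 35719 and 64458). The median number of genes per cell was 6047, 6805 and 6636 in the same order. A fixed minimum of 2000 UMIs moved these values most, giving 2702 control cells with a median of 39475 UMIs.

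The mitochondrial share of UMIs in called cells was 4.33% in the control (95% exact binomial interval 4.33 to 4.34), 3.50% at 3 h (3.50 to 3.51) and 2.93% at 6 h (2.93 to 2.93). Leaving out cells under 1% mitochondrial UMIs, an alternative chosen after the data had been seen, raised the control share to 4.57%. The control had 65 such barcodes, or 2.88% of its cells (2.23 to 3.66). The 3 h library had 1 and the 6 h library had 8.

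**Figure D1:**
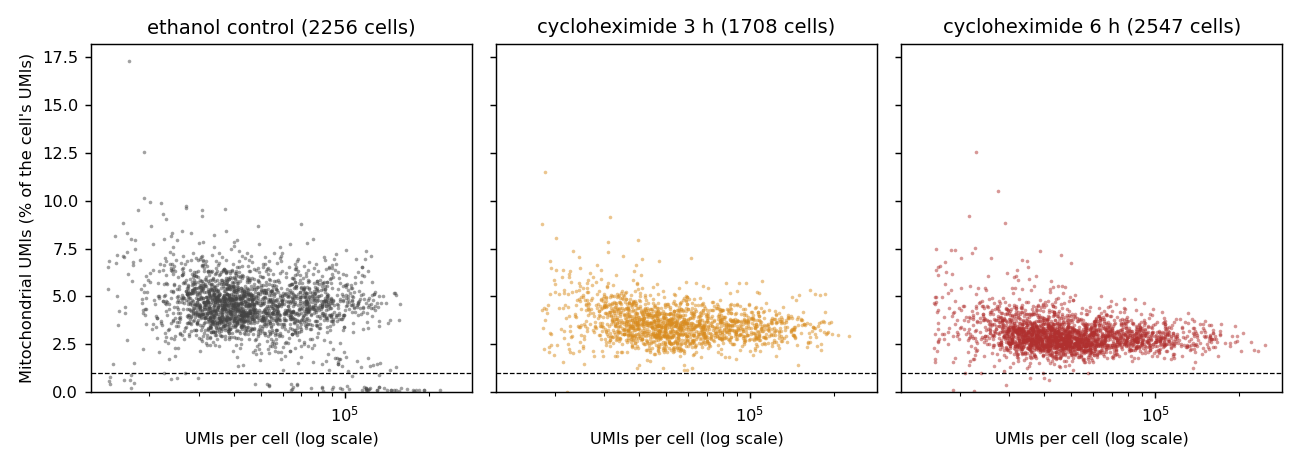
Mitochondrial share of UMIs (percent) against UMIs per cell (log scale) for every called cell, with 1 panel per library and 1 point per cell. The dashed line marks 1%, below which lie 65 control cells, 1 cell at 3 h and 8 cells at 6 h.

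The spread of gene ratios was described over 7591 genes with a mean of at least 10 CPM. At 6 h against control, the median log2 ratio was 0.18, the 5th percentile -0.69 and the 95th percentile 1.28. At 3 h against control, the median was 0.13, the 5th percentile -0.38 and the 95th percentile 0.97. The span between these percentiles was 1.97 at 6 h and 1.35 at 3 h, whereas simulated unchanged libraries of the same depths gave spans of 0.110 and 0.119. The simulated libraries carried counting error only. The span between untreated cultures or library preparations is therefore unknown. At 6 h against 3 h the span was 0.88 around a median of 0.045. The scaling decided where 0 lay. TMM factors shifted all ratios by -0.30 at 6 h and -0.19 at 3 h, and turned the median ratios to -0.12 and -0.066. By CPM, 65.3% of genes lay above 0 at 6 h and 66.2% at 3 h. Under TMM these shares were 40.4% and 42.9%, and by mean UMIs per cell they were 70.9% and 89.7%. Signs of small ratios are therefore not separable from the scaling, and list medians below are given with the position of the list among random lists, which a common shift of every gene leaves as it is.

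The question of whether the 3 h and 6 h libraries departed from the control in the same genes was addressed by a correlation across genes, which are not independent replicates. Pearson's r was 0.916 and Spearman's rho 0.902 over the 7591 genes. Both ratios share the control library, and in 100 simulated sets of unchanged libraries r had a median of 0.506 (lowest 0.478, highest 0.539). When each comparison took a different random part of the control cells, out of 2 parts, r was 0.906 and rho 0.889. Both parts came from the same control library, so a shift of that culture or library preparation stays shared by both comparisons. These correlations therefore do not decide whether cycloheximide moved the same genes at both times.

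**Figure D2:**
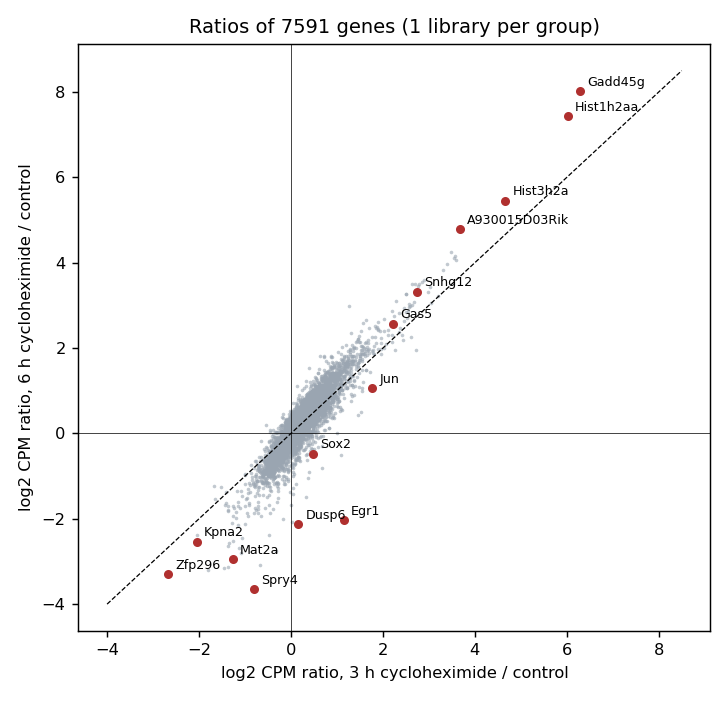
Log2 CPM ratio to the control at 6 h (vertical axis) against that at 3 h (horizontal axis) for 7591 genes, 1 point per gene, with 14 named genes in red and a dashed line of equal ratios. The ratios rise together (r 0.916), with a span from the 5th to the 95th percentile of 1.97 at 6 h and 1.35 at 3 h. Egr1 and Dusp6 lie above 0 at 3 h and far below 0 at 6 h.

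Replication-dependent histone genes had the highest medians among the fixed lists. The median log2 ratio of 39 of 68 genes above the floor was 2.24 at 6 h (interval 2.12 to 2.30) and 2.02 at 3 h (1.99 to 2.07). Of these, 38 were above 0 at 6 h and 39 at 3 h, and both medians lay above those of all 10000 random lists. Under TMM factors, the alternative that moved the 6 h value most, the median was 1.93 at 6 h and 1.83 at 3 h. The summed CPM of the family, which is less sensitive to reads shared between near-identical copies, had a log2 ratio of 1.38 at 6 h and 1.29 at 3 h. NMD-sensitive genes followed with a median of 1.12 at 6 h (1.08 to 1.14) and 1.00 at 3 h (0.96 to 1.01). Their summed CPM had a log2 ratio of 1.44 at 6 h, above that of the histone family, and of 1.14 at 3 h, below it. All 28 of the genes above the floor were above 0 at both times by CPM, and 25 at 6 h and 27 at 3 h under TMM factors. Both medians lay above all random lists.

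The 13 mitochondrially encoded genes were all lower than in the control at both times by CPM. By mean UMIs per cell, mt-Co2 and mt-Co3 were higher at 3 h, with log2 ratios of 0.16 and 0.15, and 13 genes were lower at 6 h. Their median log2 ratio was -0.90 at 6 h (-0.92 to -0.88) and -0.46 at 3 h (-0.47 to -0.46), at percentile 0 of the random lists. Individual members ranged widely, from mt-Co3 with -0.28 to mt-Nd6 with -1.70 at 6 h. Cytosolic ribosomal protein genes had medians of -0.15 at 6 h and -0.13 at 3 h, at percentiles 0.32 and 0.01, although the 3 h median turned to 0.12 by mean UMIs per cell.

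S phase genes had a median of 0.50 at 6 h and 0.32 at 3 h, above all random lists at both times. G2M phase genes had medians of -0.19 and -0.11 at percentile 0 at both times, and the 3 h median was 0.14 by mean UMIs per cell. Integrated stress response genes had medians of -0.27 and -0.13 at percentiles 0.01 and 0.14, and the 3 h median was 0.12 by mean UMIs per cell. Among the 19 genes of that list above the floor, 6 were above 0 by CPM at each time. Ddit3 and Atf4, also members of the NMD-sensitive list, were the highest at both times. The log2 ratio of the list's summed CPM was -0.046 at 6 h and 0.022 at 3 h. The p53 target list lay in the middle of the random lists, at percentile 38.7 at 6 h and 38.2 at 3 h, with medians of 0.17 and 0.11 that turned to -0.14 and -0.077 under TMM factors.

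The median of the pluripotency list had opposite signs at the 2 times, but its genes did not all change sign. By CPM, 16 of 20 genes were above 0 at 3 h and 6 at 6 h. The log2 ratio of the list's summed CPM was 0.19 at 3 h and -0.032 at 6 h. The median of 20 genes was 0.30 at 3 h (0.28 to 0.32) at percentile 99.9, and -0.14 at 6 h (-0.17 to -0.13) at percentile 1.18. From 3 h to 6 h, 19 of the 20 genes were lower. Immediate early genes spread both ways. Their median over 18 genes was 0.26 at 3 h, at percentile 87.5, and -0.20 at 6 h, at percentile 0.15. Quartiles at 6 h were -1.85 and 0.62, and with a floor of 50 CPM the 6 h median was 0.50. Only 4 of 24 lineage genes passed the floor. Their medians of -0.14 at 3 h and -0.68 at 6 h, at percentiles 3.96 and 0.26, became 1.15 and 1.34 with a floor of 50 CPM, where Nodal alone remained, so no direction is given for that list.

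**Figure D3:**
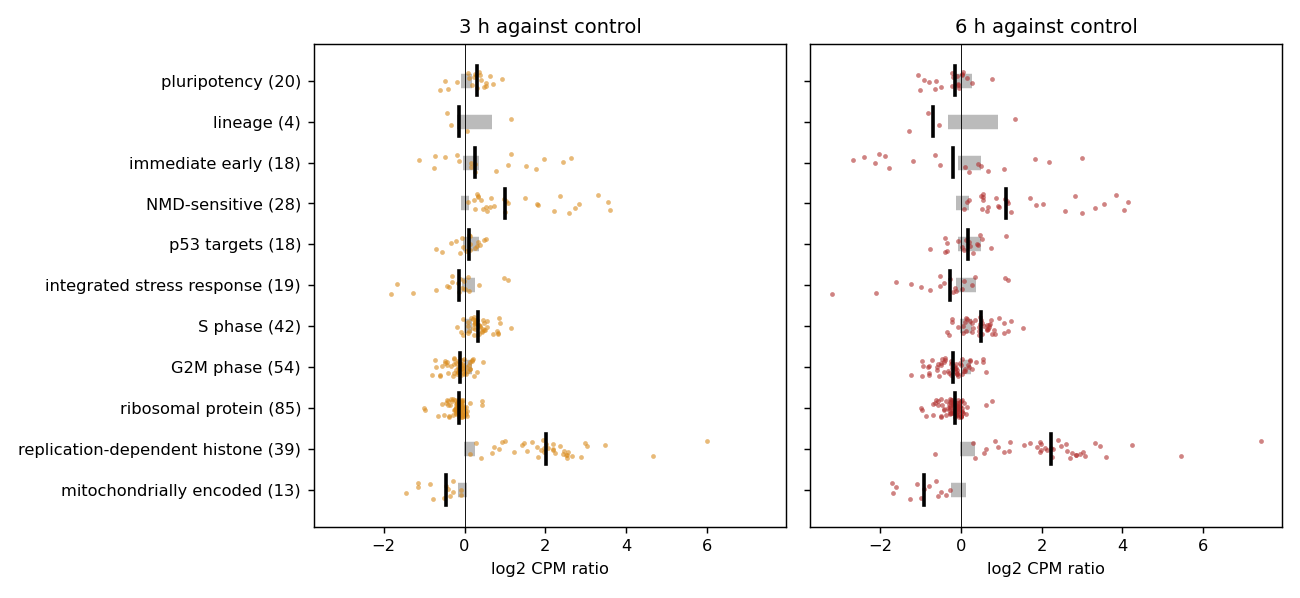
Log2 CPM ratio to the control for the members of each fixed list at 3 h (left) and 6 h (right), 1 point per gene with a mean of at least 10 CPM (number in brackets). Black bars are list medians and grey bands span the central 95% of medians of 10000 matched random lists; the histone medians are 2.02 and 2.24 and the mitochondrial medians -0.46 and -0.90.

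Genes fixed in advance were read first among single genes. Pou5f1 (ENSMUSG00000024406, chromosome 17, 35506018 to 35510772) had 543 CPM in the control (interval 539 to 547), 579 CPM at 3 h (575 to 584) and 465 CPM at 6 h (461 to 468). Its log2 ratio was 0.094 at 3 h, which became -0.098 under TMM factors, and -0.22 at 6 h. Sox2 (ENSMUSG00000074637, chromosome 3, 34650405 to 34652461) had 203 CPM in the control (201 to 206), 285 CPM at 3 h (282 to 288) and 146 CPM at 6 h (144 to 148). Klf4 and Esrrb had log2 ratios of 0.53 and 0.62 at 3 h and of -0.21 and -0.095 at 6 h. Nanog had 0.53 at 3 h and 0.27 at 6 h, the latter becoming -0.036 under TMM factors.

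Egr1 (ENSMUSG00000038418, chromosome 18, 34859823 to 34864984) had 12.4 CPM in the control (11.75 to 13.03), 27.5 CPM at 3 h (26.5 to 28.5) and 3.01 CPM at 6 h (2.73 to 3.32). Fos had log2 ratios of -1.14 at 3 h and -2.68 at 6 h, Myc of -0.47 and -2.39, and Jun of 1.77 and 1.06. The NMD-sensitive noncoding genes Gas5 and Snhg12 had 2.21 and 2.75 at 3 h and 2.57 and 3.32 at 6 h. Atf4 had 0.98 and 1.09. Cdkn1a had 0.14 at 3 h, which became -0.056 under TMM factors, and 1.11 at 6 h. Mdm2 had 0.33 and 0.20, the 6 h value becoming -0.10 under TMM factors. Ccnd1 had -0.18 and -0.60, and Actb -0.045 and -0.27, with 3 h values of 0.069 and 0.21 by mean UMIs per cell.

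**Figure D4:**
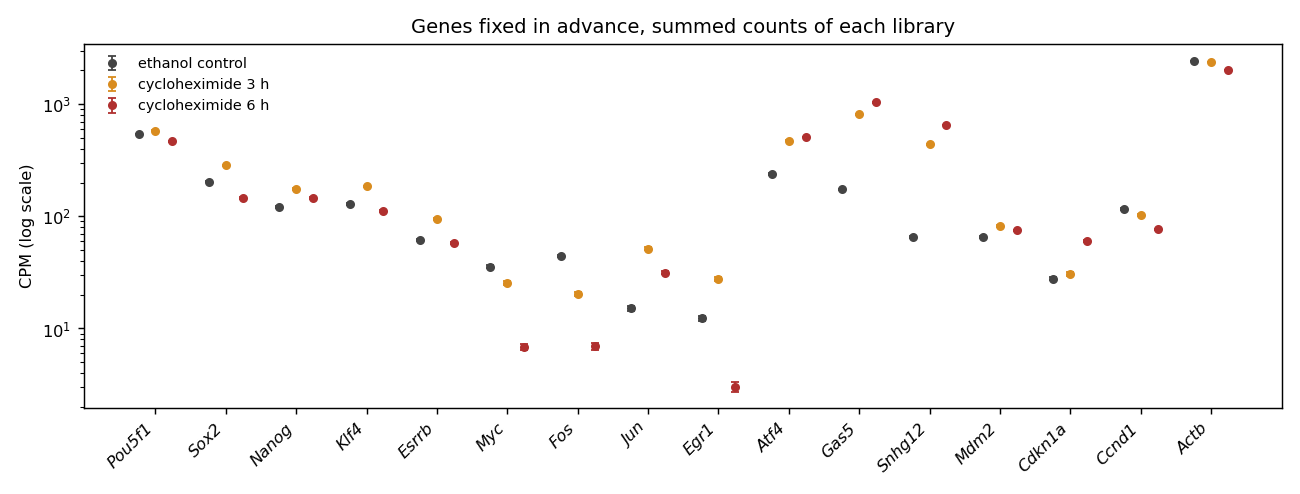
CPM (log scale) of the 16 genes fixed in advance in the control, 3 h and 6 h libraries, 1 point per library with 95% exact Poisson intervals, many of which are smaller than the point. Egr1 moves from 12.4 to 27.5 and then to 3.01 CPM, and Snhg12 from 65.4 to 439 and 652 CPM.

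The gene with the highest ratio was Gadd45g (ENSMUSG00000021453, chromosome 13, 51846678 to 51848468). It had 132 UMIs or 1.12 CPM in the control (0.937 to 1.33), 87.3 CPM at 3 h and 292 CPM at 6 h, a log2 ratio of 8.02 at 6 h (7.78 to 8.28). Hist1h2aa followed with 7.43 from 33 control UMIs, then Hist3h2a with 5.45 and A930015D03Rik, annotated as antisense, with 4.78. The remaining 6 were Hist1h2bc, Snhg15, 2410006H16Rik, Zfas1, 5430416N02Rik and Snhg1, with ratios from 4.24 to 3.84. With a floor of 50 CPM, 9 of the 10 highest genes were shared with this set.

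Spry4 (ENSMUSG00000024427, chromosome 18, 38586247 to 38601415) had the lowest ratio, with 49.9 CPM in the control (48.7 to 51.2), 28.4 CPM at 3 h (27.4 to 29.5) and 3.98 CPM at 6 h (3.65 to 4.32). Its log2 ratio was -0.81 at 3 h and -3.65 at 6 h. Zfp296, Gbx2, Inhbb, Mat2a, Spry2, Fos, Hspa8, Kpna2 and Tcf15 followed, with 6 h ratios from -3.30 to -2.52. Hspa8 was the most abundant of them, at 2841 CPM in the control, 1124 CPM at 3 h and 477 CPM at 6 h. With a floor of 50 CPM, 4 of the 10 lowest genes were shared with this set.

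Between 6 h and 3 h, the 5 genes of at least 20 CPM with the largest rise were Gadd45g, Hist1h2aa, A930015D03Rik, Med22 and Cdkn1a, with log2 ratios from 1.74 to 0.98. Among genes of at least 20 CPM, those with the largest fall were Spry4 (-2.84), Spry2 (-2.43), Inhbb (-2.40), Dusp6 (-2.28) and Socs3 (-2.10). Egr1, fixed in advance and below that floor, fell further (-3.19). Dusp6 and Socs3 lay close to the control at 3 h, with ratios of 0.15 and 0.024, which became -0.038 and -0.17 under TMM factors.

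At a depth of 27500 UMIs, the share of cells with an Egr1 UMI was 21.6% in the control (19.8 to 23.5), 38.4% at 3 h (36.04 to 40.88) and 6.39% at 6 h (5.43 to 7.45). Unthinned shares were 29.7%, 54.7% and 11.9%. In free RNA the gene had 14.5, 31.5 and 1.28 CPM, so part of these UMIs can come from other cells. The share of barcodes that free RNA alone would give was not estimated, so these are shares of barcodes with a UMI and not of expressing cells. Shares for Fos were 49.7%, 32.0% and 14.1%, and for Jun 26.8%, 58.2% and 46.3%. Unthinned, they were 60.3%, 50.5% and 24.2% for Fos, and 39.6%, 73.1% and 61.2% for Jun. Free RNA moved the same way, with 35.0, 13.01 and 4.34 CPM for Fos and 9.17, 29.96 and 21.4 CPM for Jun. The Cdkn1a share was 44.5%, 38.1% and 64.9%; its 3 h share lay below the control while its CPM lay above, so no order was read from that pair. Pou5f1 and Actb had a UMI in every thinned cell of each library.

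Phase scores were compared in 2040 control cells, 1592 cells at 3 h and 2348 cells at 6 h. S phase was assigned to 46.0% of control cells (43.8 to 48.2), 82.4% at 3 h (80.5 to 84.3) and 90.0% at 6 h (88.8 to 91.2). G2M was assigned to 53.9% (51.7 to 56.1), 17.4% (15.6 to 19.4) and 9.50% (8.34 to 10.8). G1 was assigned to 1, 3 and 11 cells. The control value changed with the setting. S phase was assigned to 30.01% of control cells when thinned to 33500 UMIs, which also left out 530 control cells, and to 49.2% without thinning. These are scores of transcripts, not measurements of DNA content, and the transcripts scored were themselves changed after cycloheximide.

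**Figure D5:**
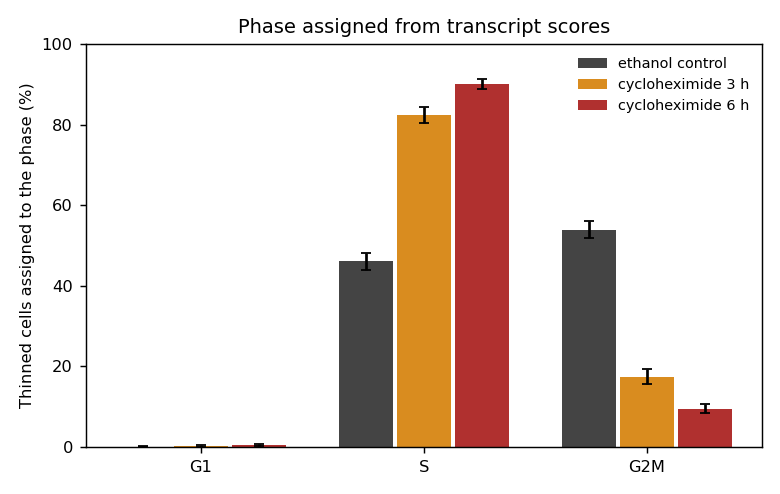
Percent of thinned cells assigned to G1, S and G2M from transcript scores in each library, with 95% exact binomial intervals for counting error. The S share is 46.0% in the control, 82.4% at 3 h and 90.0% at 6 h.

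Cell-to-cell variability was compared over 8421 genes. The median excess squared CV was 0.0911 in the control, 0.0808 at 3 h and 0.0862 at 6 h, and 5 repeated thinnings gave ranges of 0.0902 to 0.0920, 0.0800 to 0.0813 and 0.0861 to 0.0881. Excess CV was below the control for 55.1% of genes at 3 h and 51.4% at 6 h. The 3 h library was lowest and the 6 h library above it in every setting, while the place of the control changed with the cells used. Leaving out cells above 2 times the median UMIs gave 0.0868, 0.0853 and 0.0910, so the control lay below the 6 h library in that setting.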

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

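The tests of scaling in this part were chosen after the results had been seen, while those of cell cycle composition and of the ERK and STAT3 target lists were written down before their values were seen. Every item here had opposite signs at 3 h and 6 h against the same control, with counting intervals excluding 0 at both times. The difference between the times was not tested, since each time had 1 library.

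The pluripotency list had a median log2 ratio of 0.30 at 3 h and -0.14 at 6 h, a difference of -0.44 between medians. The median of the 6 h against 3 h ratios of its genes was -0.34. Within it, the difference between 6 h and 3 h was -0.32 for Pou5f1, -0.96 for Sox2, -0.74 for Klf4 and -0.72 for Esrrb. Scaling to library totals was weighed at each time with the scaling that moves the median towards 0. The 3 h median stayed above 0 under TMM factors (0.11), and the 6 h median stayed below 0 by mean UMIs per cell, though close to it (-0.068). The place among random lists, which no scaling changes, went from percentile 99.9 at 3 h to 1.18 at 6 h. These values argue against scaling as the whole cause for the list. Pou5f1 is an exception, because its 3 h ratio became -0.098 under TMM factors, and the 6 h ratio of Esrrb was only -0.018 by mean UMIs per cell. A change in cell cycle composition was weighed among cells assigned to S phase, where the median of the 6 h against 3 h ratios was -0.32. Among cells assigned to G2M it was -0.42, and among all cells -0.34 as given above. Both argue against a shift between assigned phases as the whole cause, although phase assignment itself rests on transcripts that changed. The duration of cycloheximide exposure stays open as a biological explanation. Differences between the cultures or library preparations stay open too, since time and library cannot be separated with 1 library per group.

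The immediate early list differed by -0.46 between its 6 h and 3 h medians, and the median of the 6 h against 3 h ratios of its genes was -0.86, with 16 of 18 genes lower at 6 h. Against the control at 6 h its members went both ways, 9 above and 9 below 0, and the median was 0.50 with a floor of 50 CPM. Egr1 differed by -3.19 and Dusp6 by -2.28. The Dusp6 ratio at 3 h became -0.038 under TMM factors, so its opposite sign depends on scaling, whereas its fall between 3 h and 6 h does not. Spry4, Spry2, Dusp6 and Egr1 are known targets of ERK signalling and Socs3 of STAT3 signalling, which led to a hypothesis that transcripts of both pathways declined late. Another 11 genes listed as ERK targets, none of them among the named genes, were taken. Those above the floor were placed among 10000 random lists matched on expression. Whether each listed gene is a transcriptional target in these cells was not checked. The median of the 7 genes above the floor (Spred1, Phlda1, Spred2, Etv4, Etv5, Ppp1r10 and Shoc2) was -0.71 at 6 h against 3 h, at percentile 0.0, and 6 of 7 were lower. Against the control their median was 0.068 at 3 h, which became -0.12 under TMM factors, and -0.71 at 6 h.

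Of 13 other genes listed as STAT3 targets, likewise unchecked, 10 were above the floor. Their median was -0.32 at 6 h against 3 h, at percentile 0.07, and 7 of 10 were lower. Against the control their median was 0.54 at 3 h, and 0.35 under TMM factors. At 6 h it was 0.18 by CPM and -0.13 under TMM factors, so its side of the control at 6 h depends on the scaling. Mcl1 was left out because the immediate early list also held it; with Mcl1 the percentile was 0.22. The removal of such shared genes was written into the lists only after both had been run once. Among the other genes listed as ERK targets, 6 of 7 were thus lower at 6 h than at 3 h, as were Spry4, Spry2, Dusp6 and Egr1. These libraries do not measure ERK activity, so ERK signalling as the cause of this fall stays a hypothesis. Random lists were matched on expression and not on transcript half-life, so a general decline of short-lived transcripts at 6 h was not tested and stays open.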

How the results depend on the processing

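The alternative without cells under 1% mitochondrial UMIs was chosen after the data had been seen. The other alternatives were written down before. Ratios, list medians and correlations counted as the same when they lay in the counting interval of the main value or within 0.5 times the width of that interval from it. The second part was added after labels had been seen, because the resampled interval of the correlation (0.913 to 0.915) lay below the observed r of 0.916. Values outside their intervals kept as the same by it were a histone median of 2.31 at 6 h by mean UMIs per cell and, after subtraction of free RNA, a lineage median of -0.73 at 6 h and a rho of 0.901. It also kept r and rho under TMM and by mean UMIs per cell, which a shift of every gene leaves as they were. Variability counted as the same within the largest deviation of 5 repeated thinnings from the main value, which kept a 6 h value of 0.0858 without cells under 1% mitochondrial UMIs, below the range of those thinnings. The causes of the changes below were not tested, except where an alternative's own construction gives them. The mitochondrial limit of 20% removed 0 cells, so dropping it left every value as it was and says nothing about stability.

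With a fixed minimum of 2000 UMIs, median UMIs per cell were 39475 in the control, 49637 at 3 h and 44578 at 6 h, and median genes 5785, 6683 and 6544. The mitochondrial share was 4.32%, 3.55% and 2.97%. A limit of 10% mitochondrial UMIs gave 4.329% in the control and 2.929% at 6 h. Cells with at least 1% gave 4.57% and 2.936%. In each of these settings the share fell from control to 3 h to 6 h. Scrublet calls moved none of these values past their intervals, but the caller had not worked.

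TMM factors subtract a constant, so the shifts follow from their construction. Medians over genes reversed to -0.12 at 6 h, -0.066 at 3 h and -0.066 at 6 h against 3 h. The p53 target medians reversed as well. List medians at 6 h under TMM were -0.45 (pluripotency), -0.98 (lineage), -0.50 (immediate early), 0.82 (NMD-sensitive), -0.14 (p53 target) and -0.57 (stress response). Others at 6 h under TMM were 0.19 (S phase), -0.50 (G2M phase), -0.45 (ribosomal protein), 1.93 (histone) and -1.20 (mitochondrial). List medians at 3 h under TMM were 0.11 (pluripotency), -0.33 (lineage), 0.069 (immediate early), 0.80 (NMD-sensitive), -0.077 (p53 target) and -0.32 (stress response). Others at 3 h under TMM were 0.13 (S phase), -0.30 (G2M phase), -0.32 (ribosomal protein), 1.83 (histone) and -0.65 (mitochondrial). Among named genes, Pou5f1 at 3 h reversed to -0.098, Nanog at 6 h reversed to -0.036, Mdm2 at 6 h reversed to -0.10, Cdkn1a at 3 h reversed to -0.056, Dusp6 at 3 h reversed to -0.038.

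Mean UMIs per cell also shift every gene alike. Medians over genes were 0.26 at 6 h and 0.38 at 3 h, and reversed to -0.13 at 6 h against 3 h. The 3 h medians of the lineage, stress response, G2M phase and ribosomal protein lists reversed. List medians at 6 h per cell were -0.068 (pluripotency), -0.60 (lineage), -0.12 (immediate early), 1.20 (NMD-sensitive), 0.24 (p53 target) and -0.19 (stress response). Others at 6 h per cell were 0.57 (S phase), -0.12 (G2M phase), -0.069 (ribosomal protein) and -0.82 (mitochondrial). List medians at 3 h per cell were 0.55 (pluripotency), 0.11 (lineage), 0.51 (immediate early), 1.25 (NMD-sensitive), 0.37 (p53 target) and 0.12 (stress response). Others at 3 h per cell were 0.58 (S phase), 0.14 (G2M phase), 0.12 (ribosomal protein), 2.27 (histone) and -0.21 (mitochondrial). Among named genes, Ccnd1 at 3 h reversed to 0.069 and Actb at 3 h reversed to 0.21.

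A floor of 50 CPM keeps fewer genes. It gave medians over genes of 0.10 at 6 h, 0.064 at 3 h and 0.037 at 6 h against 3 h. Spans were 1.67, 1.14 and 0.75. Pearson's r was 0.926 and rho 0.891. Lineage medians, the immediate early median at 6 h and the p53 target median at 3 h reversed. List medians at 6 h with that floor were -0.078 (pluripotency), 1.34 (lineage), 0.50 (immediate early), 1.17 (NMD-sensitive), -0.16 (stress response) and -0.16 (G2M phase). Others at 6 h with that floor were -0.84 (mitochondrial). List medians at 3 h with that floor were 0.33 (pluripotency), 1.15 (lineage), 1.08 (immediate early), -0.045 (p53 target), -0.052 (stress response) and 0.29 (S phase). Others at 3 h with that floor were -0.43 (mitochondrial).

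Without a floor, medians over genes were 0.38, 0.15 and 0.12 in the same order, with spans of 3.92, 3.35 and 2.85. These genes include many with a few counts, whose ratios are limited by depth. A prior of 5 counts left all 6 values within their counting intervals.

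Subtraction of 10% free RNA gave medians over genes of 0.19, 0.12 and 0.051, and an r of 0.9167. List medians at 6 h after it were -0.12 (pluripotency), 1.18 (NMD-sensitive), -0.23 (stress response), -0.22 (G2M phase), -0.15 (ribosomal protein) and -0.88 (mitochondrial). List medians at 3 h after it were 1.02 (NMD-sensitive), 1.96 (histone) and -0.47 (mitochondrial). No list or named gene reversed.

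Without cells under 1% mitochondrial UMIs, medians over genes were 0.16 at 6 h and 0.11 at 3 h, with a 6 h span of 1.99. List medians at 6 h without those cells were -0.17 (pluripotency), 0.12 (p53 target), 0.47 (S phase), -0.24 (G2M phase), -0.11 (ribosomal protein) and -0.98 (mitochondrial). List medians at 3 h without those cells were -0.088 (stress response), -0.15 (G2M phase), -0.11 (ribosomal protein), 1.96 (histone) and -0.54 (mitochondrial). None of the lists or named genes reversed.

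A separate random part of the control cells for each comparison lowered r to 0.906 and rho to 0.889. The split removes shared chance values and also leaves fewer control counts in each comparison, so these causes are not told apart.

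Scored by itself, the 3 h library had 71.1% in S and 28.5% in G2M, and the 6 h library 84.8% and 14.8%. The control then had 0.392% in G1. Thinned to 33500 UMIs, S shares were 30.01%, 74.5% and 86.7%, and G2M shares 70.0%, 25.3% and 13.2%. G1 shares there were 0% in the control and 0.147% at 6 h. Unthinned, the control had 49.2% in S and 50.6% in G2M. The S share was lower in the control than at 3 h and 6 h in every setting, but its size depended on the setting. Thinning to 33500 UMIs also left out 530 control cells against 216 in the main setting, so depth and the choice of cells changed together.

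Median excess squared CV was 0.0928, 0.0787 and 0.0833 at 33500 UMIs, 0.0605, 0.0527 and 0.0557 with a floor of 1 UMI, and 0.0868, 0.0853 and 0.0910 without cells above 2 times the median UMIs. The control fell to 0.0824 without cells under 1% mitochondrial UMIs. In the last 2 of these settings the 6 h library was highest, so the place of the control depends on the cells used. The 3 h library was lowest, and the 6 h library above it, in the main setting and in each of these.

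Of 304 further values, 76 ratios of 38 named genes under 4 settings that changed counts or scaling, 296 had the sign of the main value and 8 had the other. The 8 are the 7 reversed values given above and Socs3 at 3 h, whose main ratio of 0.024 had an interval that included 0 and which was -0.17 under TMM. Of 48 shares of cells with a UMI, 37 were higher and 4 lower without thinning, and 34 moved past their counting intervals. Low counts limit single genes most, as for Hist1h2aa with 33 control UMIs.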

Other observations

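In this part, the tests of scaling, of mitochondria-poor barcodes, of dilution, of doublets, of free RNA, of another cell type or line, with and without regard to length, and of transcript length in the low-mitochondrial barcodes were chosen after the results they bear on had been seen. The tests on S phase cells, summed histone counts, GC content and length of histone and NMD-sensitive genes were written down before their values were seen. So were those on AU-rich elements and nuclear-retained RNAs, but Xist was removed from the list of nuclear-retained RNAs only after a first run. The patterns themselves were found in the same data.

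The rise of histone transcripts was weighed against 3 technical explanations. Among cells assigned to S phase the list median at 6 h was 1.95, and among cells assigned to G2M it was 1.87. Both argue against a shift between assigned phases as the whole cause. Phase assignment itself rests on transcripts that changed, so a change in the true share of S phase cells was not excluded. The summed CPM of the family rose by 1.38 on the log2 scale, which argues against reads moving between near-identical copies. After removal of the trend of ratios on GC content and transcript length, which covered 4.77% of the variance, the median over all 39 genes was 1.93. The treatment itself stays open as a biological explanation and was not separable from library. The assay captures polyadenylated RNA, so a change in the polyadenylated part of histone transcripts was not told apart from a change in their total.

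For NMD-sensitive genes, the median at 6 h was 0.81 after removal of the GC and length trend over all 28 genes and 0.82 under TMM factors. Both argue against these biases as the whole cause. A loss of NMD when translation stops may account for the rise, as a hypothesis that these libraries leave untested.

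AU-rich elements were tested as a shared feature of transcripts that rose. Over 7170 genes with a 3' UTR of at least 100 bases, the Spearman rho between AUUUA motifs per 1000 bases of 3' UTR and the 6 h ratio was 0.045. It was -0.0010 after removal of the GC and length trend. The density of this motif thus had almost no relation to the 6 h ratios across genes, a negative result for that time. With the 3 h ratios the rho was 0.063, and it was not examined after removal of that trend.

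The fall of mitochondrially encoded transcripts cannot come from mitochondria-poor barcodes, because cells under 1% mitochondrial UMIs were 0.314% of the 6 h cells and 2.88% of the control cells. Leaving them out removes cells almost only from the control, so the larger fall that followed, -0.98, is fixed by that and tests nothing. Dilution by nuclear transcripts cannot be told apart. Mean mitochondrial UMIs per cell changed by -0.49 on the log2 scale at 6 h, while total UMIs per cell changed by 0.076, but UMIs per cell also move with capture and sequencing depth. Dilution alone predicts 1 factor for all 13 genes, and their ratios had an interquartile range of 0.68. With 1 library per group, variation between cultures and library preparations is unknown, so this spread decides nothing either. The treatment stays open as a biological explanation, as untested. Overlap of mt-Atp8 with mt-Atp6 and of mt-Nd4l with mt-Nd4 leaves the ratios of these genes uncertain.

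The control held 65 called barcodes under 1% mitochondrial UMIs, a limit chosen after the distribution had been seen. Their median was 103710 UMIs against 43148 in the other control cells, and 31 of the 100 control barcodes with most UMIs were among them. They carried 5.43% of the control's cell UMIs. Malat1 had 271 CPM in them against 2581 CPM in the other cells, Kcnq1ot1 13.7 against 226, Gapdh 8560 against 3232 and Pou5f1 721 against 533. Doublets of ordinary cells would keep the ordinary mitochondrial share, so the limit of 1% itself leaves them out. The median share of these barcodes was 0.216% against 4.58% in the others, a direction fixed by that limit and no separate test. Free RNA held 3.03% mitochondrial UMIs, which argues against droplets of free RNA.

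A loss of long transcripts was present in these barcodes, with a Spearman rho of -0.73 across 7161 genes between transcript length and the ratio to the other cells. It does not account for the low mitochondrial share, because nuclear transcripts as short as the mitochondrial ones had a median ratio of 0.39 while the mitochondrial ones had -4.71. Barcodes holding cytoplasm without nuclei or mitochondria were tested with 13 other nuclear-retained noncoding RNAs. All 13 were lower, with a median of -2.04, but only -0.18 relative to genes of like length, a comparison added after the length trend had been seen, so this explanation and the loss of long transcripts cannot be told apart by these RNAs. With Xist, whose level had been seen beforehand, the median was -1.90. The pluripotency list was lower by a median of -1.08, just past the limit of 1 written down for its loss as a set, but its long members fall with transcript length in any case. Relative to genes of like length the median over 20 genes was -0.21 (interval -0.33 to -0.13). Dppa5a had 7557 CPM in these barcodes against 4770 CPM in the others, and Pou5f1 was higher as well. These values argue against another cell type that lacks pluripotency transcripts. Another pluripotent line cannot be told apart, since it would keep these transcripts. No biological explanation from the design was tested for these barcodes.

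In barcodes with 10 to 100 UMIs, Gm42418 (ENSMUSG00000098178, chromosome 17, 39846958 to 39848788) took 11.9% of UMIs in the control, 10.99% at 3 h and 10.1% at 6 h. In called cells it took 0.148%, 0.109% and 0.102%. Over the genes above the floor, the 6 h ratios in free RNA and in cells had a Pearson r of 0.914 across genes, which are not independent replicates.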
